A study of Mus musculus with 32 samples.

How the data were processed

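Single-cell RNA-seq libraries of mouse prefrontal cortex were analysed from 4 files of UMI counts, 2 from wild-type and 2 from Setd1a-heterozygous males aged 6 weeks. A UMI is a molecular barcode that marks one captured RNA molecule, so that PCR copies are counted once. The other 28 of the 32 samples (bulk RNA-seq, chromatin immunoprecipitation and ATAC-seq) were not analysed here. The groups and replicate numbers were taken from the sample titles. The replicate number is the only further division of the libraries that the labels give.

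The values the authors deposited are UMI counts per gene and cell barcode, not normalized, as the whole numbers and the unequal totals per barcode show. The counting program, genome build and annotation are not given in the sources used here. No barcode held fewer than 2557 UMIs, so the deposited barcodes had been selected by depth. Of the 27998 Ensembl gene IDs, 27645 were matched to symbols of GENCODE M21 and 353 kept their ID. Near-identical genes, overlapping genes and antisense genes could not be checked for shared reads, because the counting rules are not given.

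Cells with at least 500 detected genes and at most 20% mitochondrially encoded UMIs were kept, and doublets called by scrublet in scanpy 1.11.5 (expected rate 6%) in each library were removed. Scrublet marked 2.04% and 1.95% of the cells of the wild-type libraries and 2.89% and 1.53% of those of the heterozygous libraries. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen, and 30 principal components and 15 neighbours were used for Leiden clustering on shared neighbours (leidenalg 0.10.2) at resolution 1.0. The libraries were not integrated. Clusters were named from marker lists, and a name ends in "-like" because it rests on markers alone. A marker counted as detected when it was present in at least 20% of the cells of a cluster at 2-fold the mean of the other cells. A name needed 3 detected markers, and a cluster stayed unnamed when a second class reached 0.9 of the share of markers of the first, or when its 10 leading genes held more markers of another class. These naming thresholds were set after the clusters had been seen. They left 6.49% and 6.64% of the cells of the wild-type libraries and 5.80% and 5.28% of those of the heterozygous libraries unnamed. A class was tested when each library held at least 50 of its cells. The composition of 1 cluster is not reported here.

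Libraries, not cells, were the replicates. UMIs were summed per library, over all kept cells and per class, and genotypes were compared with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05. Standard errors were taken as the fold change divided by the square root of the F statistic. Every fold change is heterozygous minus wild type on the log2 scale. CPM are the summed UMIs of a library scaled to a common total with its TMM factor. Limits from counts cover counting error only. The difference in genotype effect between excitatory and inhibitory neuron-like sums was tested in one edgeR fit with the library as a factor. Each of 5 gene lists was tested with camera in limma 3.58.1 (preset correlation 0.01, log2 CPM with a prior count of 2), with fry beside it. Shares of cells and median UMIs per cell were compared by two-sided exact permutation tests (scipy 1.17.1), for which 2 libraries against 2 allow no p below 0.333.

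The genes named in the text followed a rule. It names Setd1a over all cells and in every tested class, and 5 genes that check the sex given in the labels (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty). In each fit it names the 2 called genes with the highest and the 2 with the lowest log2 fold change, among those whose groups did not overlap and whose mean CPM was at least 10. Where a fit called none, it names the 1 gene with the smallest unadjusted p. It adds up to 5 genes called in the same direction in at least 3 classes, the 2 called interaction genes with the smallest p, and at most 4 genes of the H3K4 methylation list called over all genes or over the list alone. Genes named outside the rule are said to be so, apart from genes that describe a cluster. The tests, this rule, the marker lists, the gene lists and the alternatives were chosen before the data were examined.

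The fits were tested on simulated counts with the real library sizes and 200 genes changed. In the tested classes, between 78% and 94% of 4-fold changes and between 28% and 45% of 2-fold changes were recovered. For the sum over all cells, these shares were 26% of 4-fold and 1% of 2-fold changes over 15549 genes. False calls made up between 3.8% and 18.2% of calls. With no change simulated, between 0 and 5 genes were called per fit. The test of camera found the 1 simulated list raised 1.5-fold and 0 of 20 unchanged lists. This check did not examine the preset correlation between genes, on which the camera calls in the data depended. With the correlation estimated from the data, camera called no list in the neuron classes (smallest unadjusted camera p = 0.166). The check therefore does not show that unchanged lists of correlated genes would go uncalled. The interaction fit recovered 11% of simulated 4-fold and 1% of 2-fold changes over 11637 genes, and made 0 calls with no change simulated.

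The alternatives were relative log expression size factors, DESeq2 1.42.0, no count filter, a mean CPM of at least 10, the replicate number as a block, each library left out in turn, no cell filter, a stricter cell filter (1000 genes, 10% mitochondrial), called doublets kept, clustering at resolutions 0.5 and 2.0, sums thinned to 314344 UMIs, mitochondrial and ribosomal genes left out, a further 1.5-fold minimum, other denominators and an edgeR test for shares, and other gene set tests.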

Results

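Single-cell RNA-seq was available for the prefrontal cortex of male mice aged 6 weeks, as 2 wild-type libraries and 2 libraries from mice heterozygous for Setd1a. Setd1a encodes a methyltransferase of lysine 4 of histone H3. The wild-type libraries held 2832 and 3425 barcodes with 16748664 and 22228939 UMIs, and the heterozygous libraries 3561 and 2649 barcodes with 23868904 and 17544650 UMIs. After filtering, 2588 and 3176 wild-type cells and 3329 and 2519 heterozygous cells remained. Their median depth was 4210 and 4892 UMIs in the wild-type and 4500 and 4628 UMIs in the heterozygous libraries.

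The first question was whether Setd1a RNA was lower in the heterozygous libraries, which also checks the labels. Setd1a (ENSMUSG00000042308) lies on chromosome 7, from 127776670 to 127800122 on the plus strand, in GENCODE M21 on GRCm38; the build behind the counts is not given in the sources used here. That annotation places Gm49388 on the same strand and 9430064I24Rik on the other strand within its span, so reads could be shared. The part of the gene altered in these mice is not given in the labels, so counts from outside it would not show the loss. Over all cells, Setd1a reached 20.8 and 12.3 CPM in wild-type replicates 1 and 2, from 318 and 247 UMIs. The heterozygous replicates 1 and 2 had 14.997 and 6.83 CPM, from 334 and 110 UMIs. The groups overlapped, and the log2 fold change of -0.59 (SE 0.48) did not pass the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.0). It ranged from -1.28 without heterozygous replicate 1 to -0.14 without heterozygous replicate 2, and was -0.18 without wild type replicate 1 and -0.92 without wild type replicate 2. The sum over all cells also moves with cell composition. Excitatory neuron-like cells gave 215 and 92 of these Setd1a UMIs in wild-type replicates 1 and 2, and 260 and 48 in heterozygous replicates 1 and 2. Their share of cells differed between libraries, as given below, so the overlap does not separate genotype from composition.

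Setd1a was lower on average in all 5 classes in which it was tested, and in 3 of them both heterozygous libraries lay below both wild-type libraries. Chance gives such a separation in one direction or the other for 33.3% of genes. In excitatory neuron-like cells the values were 40.8 and 22.7 CPM in wild type and 20.7 and 13.4 CPM in heterozygous libraries, a log2 fold change of -0.87 (SE 0.33, edgeR adjusted p = 1.0). In endothelial-like cells the log2 fold change was -1.18 (SE 0.39, edgeR adjusted p = 0.9999), from between 11 and 30 UMIs per library. In microglia-like cells it was -0.70 (SE 0.42), in astrocyte-like cells -0.66 (SE 0.64) and in neuroblast-like cells -0.48 (SE 0.46). In 2 of the 5 classes, excitatory neuron-like and endothelial-like, the unadjusted p was under 0.05. None passed the threshold after adjustment in this test (edgeR, smallest adjusted p = 0.833). Without heterozygous replicate 2 the astrocyte-like value was 0.22, and it was -2.28 without heterozygous replicate 1. The neuroblast-like value was -0.07 without wild type replicate 2 and -0.79 without wild type replicate 1. The endothelial-like value was -0.75 without heterozygous replicate 2 and -1.58 without heterozygous replicate 1, and the microglia-like value stayed between -0.85 and -0.57. In excitatory neuron-like cells it was -0.36 without wild type replicate 1, and -0.02 with the sums thinned at random to equal totals, the alternative that moved it most. A single random draw took these sums from between 3559621 and 12548183 UMIs down to 314344, which leaves few Setd1a UMIs. The thinned value therefore does not show that depth accounts for the difference. In oligodendrocyte precursor-like cells Setd1a fell below the count filter, with 2 and 11 UMIs in wild type and 1 and 0 in heterozygous libraries; a count of 0 allows up to 3 UMIs.

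**Figure D1:**
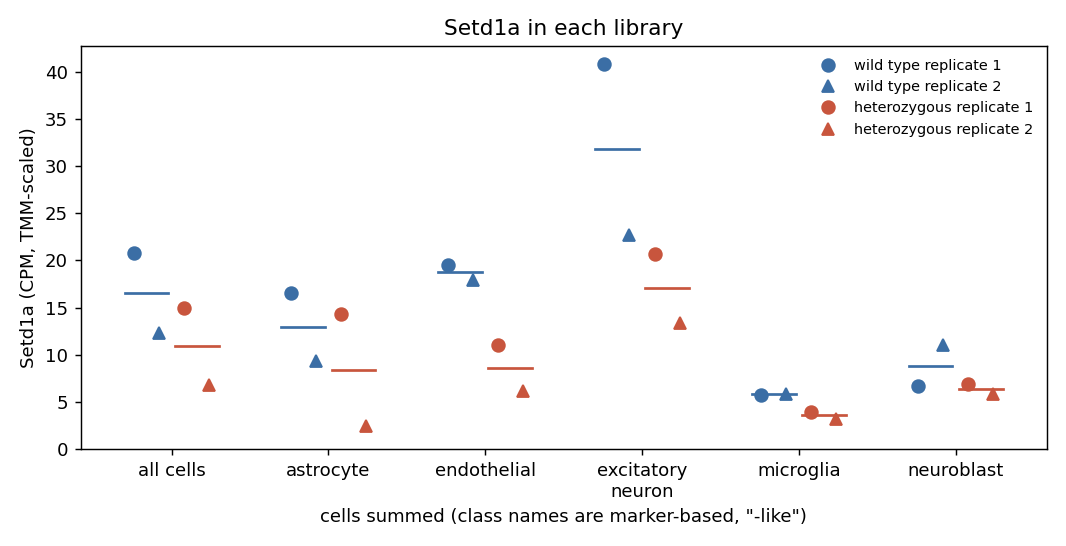
Setd1a in TMM-scaled CPM (y axis) in each of the 4 libraries, for all cells and the classes in which it was tested (x axis); points are libraries and horizontal lines group means. In excitatory neuron-like cells the heterozygous libraries were at 20.7 and 13.4 CPM, below the wild-type libraries at 40.8 and 22.7 CPM.

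The labels describe all mice as male. Xist had between 3 and 30 UMIs per library, while Ddx3y had between 988 and 1675 and Eif2s3y between 1021 and 1718. Kdm5d had between 195 and 318 UMIs and Uty between 200 and 318. None of these genes was called between genotypes.

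Clustering gave 6 classes with enough cells in every library for a test, namely astrocyte-like, endothelial-like, excitatory neuron-like, microglia-like, neuroblast-like and oligodendrocyte precursor-like cells. Inhibitory neuron-like cells numbered 13 and 35 in wild type and 17 and 9 in heterozygous libraries, too few for a test of their own. The share of excitatory neuron-like cells was 21.5% and 9.10% in wild type and 38.0% and 8.18% in heterozygous libraries, so it varied more within than between genotypes. The means were 15.3% ± 8.78 (SD, n = 2) and 23.1% ± 21.1 (SD, n = 2; two-sided exact permutation p = 1.0). Astrocyte-like cells made up 15.4% ± 3.48 of wild-type and 8.71% ± 2.12 of heterozygous cells (SD, n = 2 each). Oligodendrocyte precursor-like cells made up 5.46% ± 3.14 and 2.19% ± 0.18 (SD, n = 2 each). In both of these classes the groups did not overlap, but the two-sided exact permutation p of 0.333 is the smallest that 2 against 2 libraries allow, and no class passed adjustment. The astrocyte-like difference of -6.66 percentage points was -4.20 without wild type replicate 2 and -9.12 without wild type replicate 1. The oligodendrocyte precursor-like difference of -3.28 was -1.06 without wild type replicate 2 and -5.49 without wild type replicate 1. Microglia-like cells made up 29.4% ± 0.57 and 32.5% ± 7.92 (SD, n = 2 each; two-sided exact permutation p = 1.0), a difference of 3.13 percentage points that became -2.47 without heterozygous replicate 2. The excitatory difference of 7.78 percentage points was 22.7 without heterozygous replicate 2 and -7.13 without heterozygous replicate 1.

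**Figure D2:**
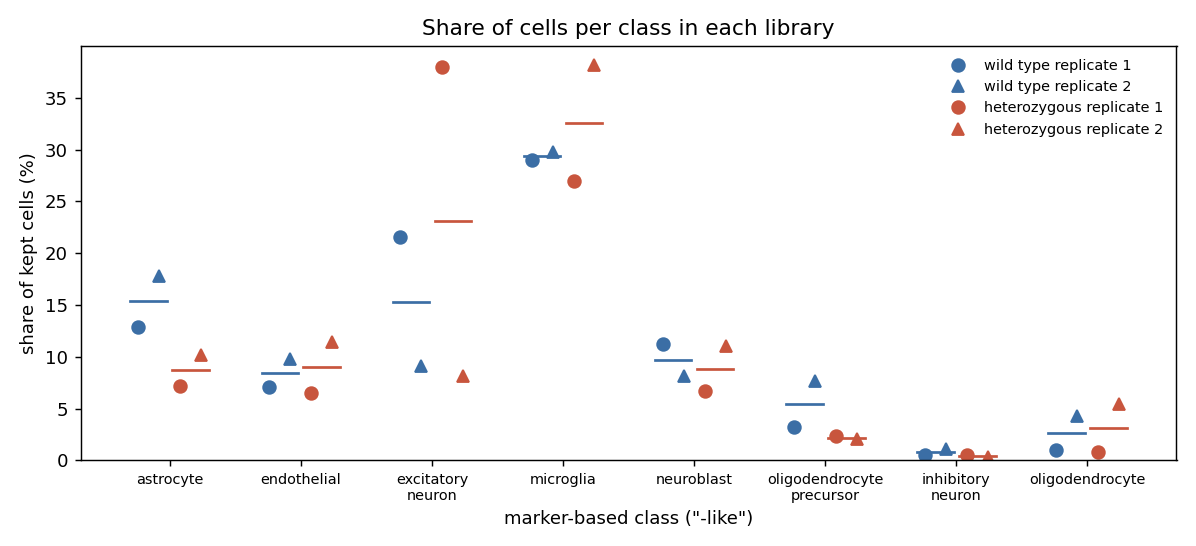
Share of kept cells in percent (y axis) for the 6 tested classes, inhibitory neuron-like and oligodendrocyte-like cells (x axis); points are libraries and horizontal lines group means. The excitatory neuron-like share was 38.0% in heterozygous replicate 1 and 8.18% in heterozygous replicate 2.

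Depth per cell was compared because it bounds the other comparisons. The median in excitatory neuron-like cells was 6824 and 11383 UMIs in wild type and 8229 and 15993 UMIs in heterozygous libraries (two-sided exact permutation p = 0.667). The groups overlapped in all 6 tested classes. The excitatory difference of 3008 UMIs changed to -874.5 without heterozygous replicate 2.

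The main question was which genes differed between genotypes. The edgeR quasi-likelihood test called 0 of 15549 genes in the sum over all cells, and 0 genes in each of the 6 tested classes. At an unadjusted p under 0.05 there were 192 genes over all cells, 269 in astrocyte-like, 303 in endothelial-like, 253 in excitatory neuron-like, 702 in microglia-like, 291 in neuroblast-like and 233 in oligodendrocyte precursor-like cells. DESeq2 called 9, 1, 2, 2, 47, 1 and 0 genes in the same order, and the 47 genes in microglia-like cells were all lower in heterozygous libraries. With no count filter edgeR called up to 278 genes, in microglia-like cells. Which library was left out changed the counts. Without wild type replicate 1 there were 25 calls over all cells, 0 in astrocyte-like, 56 in endothelial-like, 65 in excitatory neuron-like, 264 in microglia-like, 65 in neuroblast-like and 24 in oligodendrocyte precursor-like cells. Without wild type replicate 2 the counts were 8, 2, 0, 0, 26, 1 and 17. Without heterozygous replicate 1 they were 48, 24, 13, 15, 0, 0 and 0, and without heterozygous replicate 2 they were 0, 35, 5, 23, 0, 2 and 0.

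The genes with the smallest unadjusted p in each fit did not pass adjustment. Over all cells this was Ngp, lower in both heterozygous libraries, with 510 and 1053 UMIs in wild type and 1 and 0 in heterozygous libraries (edgeR adjusted p = 0.209). Its fitted fold depends on the prior count and is not given. In astrocyte-like cells it was Hbb-bs, a haemoglobin gene with close paralogs, at 1495 and 992 CPM in wild type and 232 and 395 CPM in heterozygous libraries (log2 fold change -1.98, SE 0.26, edgeR adjusted p = 0.0922). Clic4 in microglia-like cells had 49.0 and 67.5 CPM in wild type and 17.7 and 16.3 CPM in heterozygous libraries (log2 fold change -1.78, SE 0.21, edgeR adjusted p = 0.215). Nnat in excitatory neuron-like cells changed by -1.54 (SE 0.25) and Hes5 in neuroblast-like cells by -1.07 (SE 0.15). Gm17056, annotated antisense to Lsmem1, changed by -2.12 (SE 0.25) in endothelial-like cells, and Igfbp2 by 1.84 (SE 0.37) in oligodendrocyte precursor-like cells. Igfbp2 rested on 5 and 40 UMIs in wild type and 28 and 25 in heterozygous libraries, and its change was 2.80 without wild type replicate 2. Nnat overlaps Blcap and Hes5 overlaps Gm20421 on the other strand in the annotation, so their counts are uncertain where strand was not used. Each of these 7 genes was called under at least 3 alternatives. Those alternatives refit the same data from which the genes were chosen, and some leave 1 library in a genotype. Such calls are therefore not independent evidence. The microglia-like class was made up of several clusters in unequal parts between libraries. Cluster 1 (led by Slc2a5 and Arhgap45) held 14.7% and 25.2% of it in wild-type replicates 1 and 2 and 14.3% and 73.5% in heterozygous replicates 1 and 2, a larger difference within than between genotypes. Cluster 4, whose leading genes include Il1a, Tnf and Ccl3, held 18.5% and 43.3% in wild type and 12.6% and 8.75% in heterozygous libraries. Cluster 10, whose leading genes include Gdf15 and Atf3, held 14.0% and 18.3% in wild type and 6.47% and 4.17% in heterozygous libraries. In both clusters the groups did not overlap, which chance gives for 33.3% of such comparisons. In endothelial-like cells, cluster 15 (led by Depp1 and Apold1) held 51.3% of wild-type replicate 2 and cluster 5 most of the other libraries.

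The 4 libraries can be split 2 against 2 in 3 ways. Splitting them by replicate number in place of genotype gave 413 called genes summed over the 6 classes and 42 over all cells (edgeR, adjusted p under 0.05), against 0 and 0 for genotype and for the remaining, crossed split. At an unadjusted p under 0.05 the sums over classes were 2051 for genotype, 7500 for replicate number and 947 for the crossed split.

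**Figure D3:**
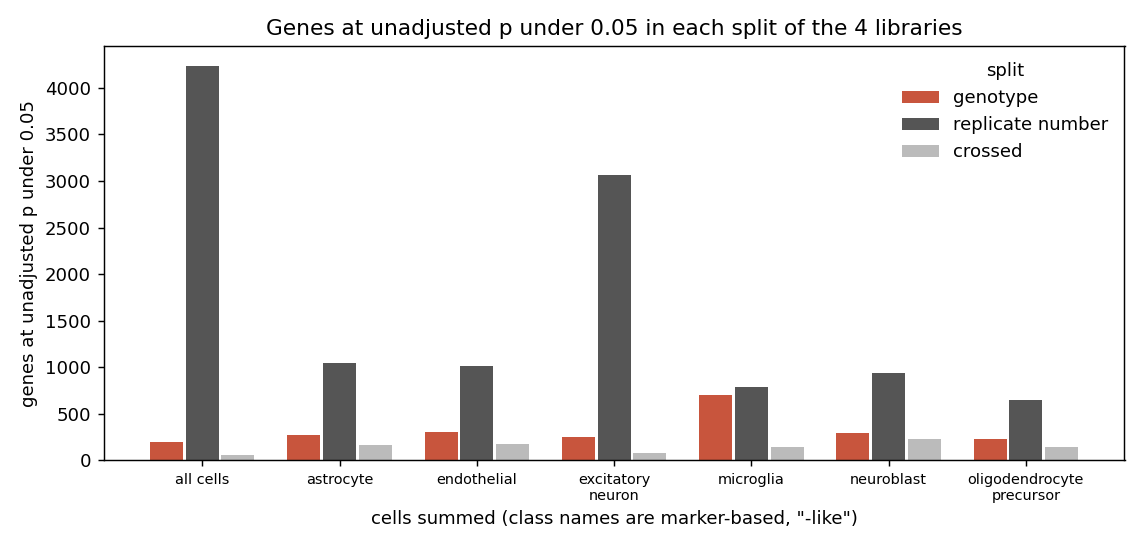
Number of genes at an unadjusted edgeR p under 0.05 (y axis) in all cells and each tested class (x axis), for the 3 splits of the 4 libraries; bars are single counts with no error. The replicate-number split gave 3067 genes in excitatory neuron-like cells, against 253 for genotype and 81 for the crossed split.

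Whether the genotype difference was unequal between excitatory and inhibitory neuron-like cells was tested in one fit. Of 11637 genes, 17 were called and 415 had an unadjusted p under 0.05 (edgeR, library as a factor). Each difference given is the genotype effect in inhibitory minus that in excitatory neuron-like cells. Cplx3 (ENSMUSG00000039714) had a difference of 4.83 (SE 0.58, edgeR adjusted p = 1.02e-12). Ccn1 (ENSMUSG00000028195) had a difference of 5.00 (SE 0.66, edgeR adjusted p = 2.5e-10). The prior degrees of freedom of this fit were infinite, so the spread was taken from the genes together and not from each gene. These SEs and adjusted p-values therefore leave out the spread of the single gene between libraries. Cplx3 was at 0.38 and 81.14 CPM, here without a TMM factor, in the excitatory sums of wild-type replicates 1 and 2. Cplx3 had 2, 340, 40 and 0 UMIs in the excitatory and 2, 105, 25 and 29 in the inhibitory sums of wild-type replicates 1 and 2 and heterozygous replicates 1 and 2, and was not called without wild type replicate 2 (difference 1.08). Without heterozygous replicate 1 its difference was 10.57, where the only heterozygous excitatory sum held 0 UMIs. Ccn1 had 133, 299, 130 and 29 UMIs in the excitatory and 0, 15, 26 and 9 in the inhibitory sums. Its difference was 13.25 without wild type replicate 2, where the only wild-type inhibitory sum held 0 UMIs. The number of calls was 6 without wild type replicate 1, 15 without wild type replicate 2, 11 without heterozygous replicate 1 and 21 without heterozygous replicate 2. The inhibitory sums rested on between 9 and 35 cells per library.

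The 5 gene lists were tested in both neuron classes with camera, adjusting over lists and classes. In excitatory neuron-like cells the mean log2 difference was -0.51 for immediate early genes (3 of 30 higher, camera adjusted p = 1.02e-10), -0.20 for cytosolic ribosomal proteins (2 of 84 higher, camera adjusted p = 2.52e-06) and -0.23 for nuclear-encoded respiratory chain genes (4 of 77 higher, camera adjusted p = 6.99e-07). Mitochondrially encoded genes changed by 0.02 (camera adjusted p = 0.797). H3K4 methylation enzymes and cofactors, a list without Setd1a itself, changed by 0.01 (camera adjusted p = 0.764), and 0 of 24 genes were called by edgeR either over all genes or adjusted over the list alone, with 0 at an unadjusted p under 0.05 and 0 called by DESeq2. That list holds demethylase genes beside methyltransferase genes, so its mean does not speak for either kind alone. In inhibitory neuron-like cells the mean was -0.78 for mitochondrially encoded, 0.26 for ribosomal, 0.46 for immediate early and 0.14 for respiratory chain genes, all past the camera threshold; 2 genes of the H3K4 list passed the count filter, too few for a list test. None of these calls held under fry or with the correlation estimated from the data. In inhibitory neuron-like cells the H3K4 list kept more genes under some alternatives. Its mean was -0.18 with no count filter (23 genes) and -0.17 at a mean CPM of at least 10 (20 genes), neither called by camera. Without wild type replicates 1 and 2 in turn it was 0.42 (5 genes, called by camera) and 0.05 (3 genes, median -0.03, not called). Without heterozygous replicates 1 and 2 in turn it was 0.36 (3 genes) and 0.32 (7 genes), neither called. In excitatory neuron-like cells, the means without wild type replicate 2 were 0.08 for ribosomal, 0.12 for respiratory chain, -0.24 for mitochondrially encoded, -0.14 for H3K4 and -0.18 for immediate early genes. All 5 passed the camera threshold, ribosomal and respiratory chain genes in the direction opposite to that with all libraries. Without heterozygous replicate 1 they were -0.01 for ribosomal and -0.07 for respiratory chain genes, both no longer called, -0.17 for mitochondrially encoded, -0.03 for H3K4 and -0.34 for immediate early genes. Without wild type replicate 1 they were -0.47 for ribosomal, -0.57 for respiratory chain, -0.85 for immediate early, 0.28 for mitochondrially encoded and 0.16 for H3K4 genes, all called. Without heterozygous replicate 2 they were -0.37 for ribosomal and -0.39 for respiratory chain genes. In inhibitory neuron-like cells, the means without wild type replicate 1 were -0.14 for ribosomal, -0.18 for respiratory chain, 0.07 for immediate early and -0.0037 for mitochondrially encoded genes. Of these, respiratory chain genes alone were called, in the direction opposite to that with all libraries (camera adjusted p = 0.0126), and the medians of the last 2 lists, -0.06 and 0.03, differed in sign from their means. Without heterozygous replicate 2 they were 0.04, 0.18, -0.06 and -0.16, none called. Without heterozygous replicate 1 they were 0.57, 0.18, 1.37 and -1.50, with respiratory chain genes not called, and without wild type replicate 2 they were 0.70, 0.49, 1.11 and -1.58, all called.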

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

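The tests of explanations in this part were chosen after the result had been seen. The difference in genotype effect between excitatory and inhibitory neuron-like cells stood out because the test of the difference itself called 17 genes. The number was 6 without wild type replicate 1 and 11 without heterozygous replicate 1. The depth of the 2 sums is very unequal, since the inhibitory sums rest on 9 to 35 cells per library. In 13 of the 17 genes, a single inhibitory cell held over 50% of the UMIs of the gene in at least 1 library. The calls also rest on a spread taken from the genes together, as given above, which leaves out the spread of the single gene between libraries. The fit recovered only 11% of simulated 4-fold changes and made 0 calls on unchanged simulated counts, but those counts did not include cells that differ from one another.

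The number of cells was tested with 20 random draws of as many excitatory cells as each library had inhibitory cells, set against the remaining excitatory cells in the same fit. Both sums then come from one class, so no difference between classes exists to be found. The draws gave a median of 3 called genes and at most 16, and 0 of 20 draws gave 17. Calls therefore arose in most draws within 1 class, though fewer in each of the 20 draws than observed. Excitatory draws do not hold the subtypes of inhibitory neurons, so this explanation stays open. Unequal mixing of excitatory clusters was tested by leaving out cluster 13, which held 33.6% of the excitatory neuron-like cells of wild-type replicate 2 and 9.7% to 14.4% in the other libraries. Of the 17 genes, 10 were still called. The mix among the remaining clusters was not equalized, so this cannot be told apart from an effect of genotype. A genotype effect that differs between the neuron classes also stays open and untested, and the sampling of few inhibitory cells may account for part or all of the calls.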

How the results depend on the processing

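The comparison of blocked splits was chosen after the blocked counts had been seen; the alternatives were fixed beforehand. Setd1a over all cells kept its direction and stayed short of the threshold under every alternative run, from -1.28 to -0.14 when 1 library was left out.

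Counts of called genes, 0 in the main test, changed with the tool, the count filter and the library left out. DESeq2 called 9 genes over all cells, 1 in astrocyte-like, 2 in endothelial-like, 2 in excitatory neuron-like, 47 in microglia-like and 1 in neuroblast-like cells. With no count filter edgeR called 2 over all cells and 27, 103, 45, 278, 78 and 14 in astrocyte-like, endothelial-like, excitatory neuron-like, microglia-like, neuroblast-like and oligodendrocyte precursor-like cells. On simulated counts with no change that setting made between 0 and 34 calls. The stricter cell filter gave 4 and thinning 3 genes in astrocyte-like cells, and keeping doublets gave 1 in neuroblast-like cells. Leaving out 1 library gave 0 to 48 genes over all cells, 0 to 35 in astrocyte-like, 0 to 56 in endothelial-like, 0 to 65 in excitatory neuron-like, 0 to 264 in microglia-like, 0 to 65 in neuroblast-like and 0 to 24 in oligodendrocyte precursor-like cells; the lone library of a genotype is then assumed to vary like the other group. The cause was not tested.

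With the replicate number as a block, 7 genes were called over all cells, and 17 in astrocyte-like, 0 in endothelial-like, 148 in excitatory neuron-like, 330 in microglia-like, 23 in neuroblast-like and 22 in oligodendrocyte precursor-like cells. Setd1a was then called in excitatory neuron-like cells (log2 fold change -0.90, edgeR adjusted p = 0.00281), against adjusted p from 0.337 to 1.0 under its other alternatives. On simulated counts with no change, the block gave between 0 and 3 calls per fit. Replicates of the same number deviated together, with correlations across genes between 0.23 and 0.45 in the classes and of 0.64 over all cells, but 2 pairs do not establish that the numbers mark shared batches and the labels do not say so. Summed over the classes, the blocked test called 540 genes for genotype and 45 for the crossed split. Microglia-like cells (330 against 0) and excitatory neuron-like cells (148 against 1) made up most of the sum, and neuroblast-like cells went the other way, with 23 against 38. Of these 2 blocked splits 1, the real one, gave as many, which is too few splits to exclude chance.

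The interaction count was 6 to 21 when 1 library was left out and between 12 and 19 with relative log expression size factors, no cell filter, the stricter cell filter or doublets kept. Clustering at resolutions 0.5 and 2.0 left the same number of cells of both neuron classes in each library and so tested nothing. The other alternatives were not run for it.

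For the gene lists, neither fry nor the estimated correlation kept a call. The means, which these tests leave as they were, are -0.20 for ribosomal, -0.51 for immediate early and -0.23 for respiratory chain genes in excitatory neuron-like cells, and -0.78 for mitochondrially encoded, 0.26 for ribosomal, 0.46 for immediate early and 0.14 for respiratory chain genes in inhibitory neuron-like cells. The stricter cell filter gave 0.11 for ribosomal and 0.38 for immediate early genes in inhibitory neuron-like cells, no longer past the threshold. Without the cell filter the excitatory means for mitochondrially encoded and H3K4 genes turned to -0.0609 and -0.0012. Leaving out 1 library gave, in excitatory neuron-like cells, -0.24 to 0.28 for mitochondrially encoded, -0.47 to 0.0808 for ribosomal, -0.57 to 0.12 for respiratory chain and -0.14 to 0.16 for H3K4 genes. In inhibitory neuron-like cells it gave -1.58 to -0.0037 for mitochondrially encoded, -0.14 to 0.70 for ribosomal, -0.0599 to 1.37 for immediate early and -0.18 to 0.49 for respiratory chain genes. The cause was not tested.

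Differences in share, in percentage points, ran from -9.12 to -4.20 for astrocyte-like, -5.49 to -1.06 for oligodendrocyte precursor-like, -1.90 to 2.99 for endothelial-like, -7.13 to 22.7 for excitatory neuron-like, -2.47 to 8.73 for microglia-like, -3.03 to 1.30 for neuroblast-like and -1.81 to 2.79 for oligodendrocyte-like cells when 1 library was left out. Differences in median UMIs ran from -428.5 to 449 in astrocyte-like, -257.8 to 154.8 in endothelial-like, -874.5 to 6890 in excitatory neuron-like, -517.8 to 399.8 in microglia-like, -217.8 to 630.2 in neuroblast-like and -1449 to 748 in oligodendrocyte precursor-like cells. Among single genes, leaving out 1 library gave -2.28 to 0.22 for Setd1a in astrocyte-like cells and, over all cells, -1.87 to 1.93 for Xist, -0.0656 to 0.23 for Eif2s3y, -0.32 to 0.19 for Kdm5d and -0.29 to 0.20 for Uty. For none of these changes was the cause tested. Setd1a rested on 3 to 27 UMIs per library in astrocyte-like cells and on 48 to 260 in excitatory neuron-like cells.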

Other observations

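The tests on early genes, neutrophil transcripts and haemoglobin in this part were chosen after the patterns had been seen; those on the splits of the libraries and on free RNA of neurons were written before the genotype tests. The genotype test of edgeR called 0 genes in the tested classes, with 2051 at an unadjusted p under 0.05 and between 0 and 47 per class called by DESeq2. All 3 of the 3 splits of the 4 libraries give at least 0 whatever the data, so this comparison says nothing about chance. The split by replicate number gave 413 genes summed over the classes. This is the outcome that a batch shared by replicate number predicts, although the labels name no batch, and such a batch may hide or add genotype differences in the test without a block. Free RNA from excitatory neurons as a source of calls in the non-neuronal classes had 0 genes called by that edgeR test to be tested on, and was not tested on the genes that DESeq2 or other alternatives called.

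Immediate early genes, a list fixed beforehand, had a mean log2 difference below 0 in 6 of 6 tested classes, with an average over classes of -0.52. The means were -0.82 in microglia-like, -0.90 in endothelial-like, -0.51 in excitatory neuron-like, -0.50 in astrocyte-like, -0.30 in neuroblast-like and -0.07 in oligodendrocyte precursor-like cells. In the few inhibitory neuron-like cells the list went the other way, with a mean of 0.46 and 13 of 15 genes higher. Camera called the list in 4 of the 6 classes, namely endothelial-like and microglia-like (camera adjusted p = 4.56e-13 in both), excitatory neuron-like (camera adjusted p = 2.28e-11) and astrocyte-like cells (camera adjusted p = 9.06e-08). Under fry no class had an unadjusted p below 0.105. The average was -0.90 without wild type replicate 1, -0.40 without heterozygous replicate 1 and -0.68 without heterozygous replicate 2. Without heterozygous replicate 1 the mean was -0.01 in neuroblast-like cells (median 0.14) and -0.09 in oligodendrocyte precursor-like cells (median 0.03). Without wild type replicate 2 the average was -0.18, and the mean stayed below 0 in 5 of 6 classes, with astrocyte-like cells at -0.13. In neuroblast-like cells, 1 of these 5, the mean was then -0.01 but the median 0.14, with 7 of 20 genes below 0. Microglia-like cells were then at -0.50 (23 of 27 genes below 0, camera adjusted p = 2.09e-08), endothelial-like cells at -0.29 (21 of 24 genes below 0, camera adjusted p = 0.000498) and excitatory neuron-like cells at -0.18 (camera adjusted p = 0.00518), while the other 3 classes were not called. These camera calls go against that library as the whole source in those classes, but none held under fry, so a difference of that library alone stays open. Only 1 of the 3 splits, the real one, gave an average as large in size, against 0.47 for replicate number and 0.20 for the crossed split, and 3 splits are too few to exclude chance. Camera calls were not limited to genotype. For replicate number, camera called the list in all tested classes but oligodendrocyte precursor-like cells (camera adjusted p from 1.1e-07 to 0.0029). For the crossed split it did so in endothelial-like (camera adjusted p = 3.08e-05) and astrocyte-like cells (camera adjusted p = 0.00549). These genes may respond to the dissociation of tissue, which the labels do not record per library, and a genotype effect stays open and untested. The microglia-like and endothelial-like classes also held clusters in unequal parts between libraries, as given above. That mix was not equalized, so the means of these classes do not separate it from a change within clusters.

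Transcripts of neutrophil granules (Camp, Ngp, Ltf and Lcn2, chosen after their values were seen) had 1000 and 2308 UMIs in wild type and 5 and 2 UMIs in heterozygous libraries. RNA spread over all cells is argued against, since 97.5% of the wild-type UMIs lay in 6 cells with at least 10 each, 1 and 5 per library, all in unnamed cluster 22. The neutrophil markers fixed beforehand (S100a8, S100a9, Retnlg, Ly6g and Csf3r) had 2764 and 10416 UMIs in wild type and 1301 and 857 in heterozygous libraries. Cells with at least 10 of these UMIs numbered 2 and 7 in wild type and 3 and 0 in heterozygous libraries, and the 9 wild-type cells held 87.7% of the wild-type UMIs. Such cells were therefore not limited to wild type. A few neutrophils are a candidate source, and the numbers are too small to say whether they differ by genotype.

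Haemoglobin and Alas2 UMIs, the erythrocyte markers fixed beforehand, made up 5302 and 2205 CPM of astrocyte-like cells in wild type and 412 and 664 CPM in heterozygous libraries, a log2 difference of -2.80 between group means. Free RNA alone would give all classes a like level. Astrocyte-like cells held 3.53 and 1.00 times the median of the other classes in wild-type replicates 1 and 2, and 0.515 and 0.501 times in heterozygous replicates 1 and 2. Endothelial-like cells lay above them in all 4 libraries, at 7452 and 8176 CPM in wild type and 994 and 11232 CPM in heterozygous libraries. Their log2 difference between group means was -0.35. An astrocyte-like ratio above that of the other libraries in 1 of 4 excludes nothing, so free RNA stays open as a part of the astrocyte-like difference. Leaving out the 5% of cells with the highest haemoglobin share in each library brought the difference to -0.63. Those cells held 87.7% and 64.8% of the haemoglobin of astrocyte-like cells in wild-type replicates 1 and 2, against 15.2% and 13.6% in heterozygous replicates 1 and 2. RNA spread over all cells is argued against for that part. A candidate explanation is red-cell RNA in few cells, as attached cells or mixed droplets, above a background. Without those cells the difference lay between -0.79 and -0.48 in all 6 classes, a remaining difference for which free RNA stays open. Whether the amount of blood differed by genotype or by dissection was not tested.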
